A study of Mus musculus with 14 samples. Its data were reported in "The N-terminus of Stag1 is required to repress the 2C program by maintaining rRNA expression and nucleolar integrity" (2023).

How the data were processed

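UMI-4C measures which parts of the genome lie close to 1 chosen site, called the bait. Chromatin is crosslinked, cut with a restriction enzyme and ligated, the ligation products are sheared, and the fragments joined to the bait are amplified and sequenced. The sheared end of each molecule serves as a unique molecular identifier (UMI), so that copies made by PCR are counted once. The libraries came from mouse embryonic stem cells (ESC) grown in 2i medium with LIF, which holds them in the naive state, and from neural stem cells (NSC) grown with the growth factors EGF and FGF. Libraries were made from 3 baits, which per the labels are named Nanog bait 1, Nanog bait 2 and CTCF bait. What the words Nanog and CTCF in these names stand for is not stated in the labels.

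The authors deposited 1 file per library. Each row pairs a restriction fragment end with another and gives the deposited count, a whole number of UMIs that was not normalised. Per the labels, the libraries were pooled for sequencing on a HiSeq instrument. The labels and the main text of the study do not state the aligner, the rule for collapsing UMIs or the filters. Every pair was listed in both directions in each file (100% of pairs), so 1 direction was used. The bait was taken as the fragment end with the most partners, and it was the same end in all libraries of a bait. The listed ends on the bait's chromosome lay at GATC sites of GRCm38 (mm10) in 100% of cases, against 0.574% to 0.753% when the positions were moved by 100 bp. Coordinates are therefore given in GRCm38, and genes were taken from the GENCODE annotation supplied with that build.

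The deposited counts summed to between 7172 and 51412 UMIs per library, and to between 3221 and 24766 UMIs in the region from 10 kb to 1 Mb on either side of the bait. At these depths the smallest share of the region that 3 UMIs can show ranged from 0.0121% to 0.0931%. Confidence intervals for single libraries are 95% Wilson intervals. Intervals and floors cover counting error only. No fragment end had more than 70 UMIs in any library, and the highest count per end was between 40 and 70 although depth varied 7.17-fold, so counts close to the bait rose little with depth. For this reason contacts within 10 kb of the bait were left out of all measures.

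Samples were grouped by bait and cell type from the sample titles, which also gave the replicate numbers. This gave 4 ESC and 3 NSC libraries for bait 1, 3 ESC libraries and 1 NSC library for bait 2, and 2 ESC libraries and 1 NSC library for the CTCF bait. Before any averaging, libraries were compared by the fragment ends on other chromosomes that they shared. Nearly all such ends carried a single UMI (98.7% to 99.9% per library), so independent libraries are not expected to share many. Of the 91 pairs of libraries, 79 shared between 0% and 0.641% of the ends of the smaller library. By contrast, 3 pairs of bait 1 libraries of the same cell type shared 82.6% to 85.7%, namely ESC replicates 1 and 4, ESC replicates 2 and 3, and NSC replicates 1 and 3. The counts of these pairs per window also agreed within sampling noise (chi-square per degree of freedom of at most 0.558, against 0.963 to 1.91 for the other pairs of bait 1 libraries of the same cell type). Each such pair, called repeat libraries here, was averaged and counted as 1 sample, with averaged counts rounded to whole numbers for the count model. Samples that were not repeats of each other are called independent here. Bait 1 thus had 2 independent ESC and 2 independent NSC samples, and the 14 libraries gave 11 independent samples. Whether these came from separate cultures cannot be told from shared ends. Different portions of 1 ligation product would hold different molecules and could also share few ends. The design fixed before the data were examined had treated all 7 bait 1 libraries as replicates, and its results are given beside those of the independent samples. The remaining 9 pairs shared 1.92% to 12.9% and are called linked libraries. They divide the bait 1 libraries into a first batch (ESC replicates 1 and 4 with NSC replicates 1 and 3) and a second batch (ESC replicates 2 and 3 with NSC replicate 2). For bait 2, the NSC library is linked to ESC replicate 1 only, and for the CTCF bait most closely to ESC replicate 1, so differences from these libraries are given beside those from the mean. The thresholds were 50% for repeat and 1% for linked libraries.

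The measures of each library were shares of UMIs. The cis share is the percentage of UMIs outside 10 kb of the bait that fell on the bait's chromosome. Of the UMIs between 10 kb and 1 Mb from the bait, the near share is the percentage within 100 kb, the side share is the percentage on the side with lower coordinates, and the gene share is the percentage in the annotated body of Stag1. For bait 1, group means were compared by a two-sided exact permutation test. For the other baits, which had 1 NSC library, no test across replicates was possible, and the NSC value is given beside the ESC libraries.

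For bait 1, counts in 20 kb windows with at least 10 UMIs over the samples were tested with the quasi-likelihood test of edgeR 4.0.16 (limma 3.58.1, R 4.3.3), with the UMIs of the region as library size and Benjamini-Hochberg adjusted p-values under 0.05 as the threshold. For bait 2 and the CTCF bait, each window of the NSC library was compared with the pooled ESC libraries by a two-sided Fisher's exact test with Benjamini-Hochberg adjustment, and a window was called when its NSC share also lay beyond that of every ESC library. Such a test compares libraries and not cell types. Each ESC library was compared with the other ESC libraries in the same way to give the number of calls between replicates. Log2 fold changes are ESC over NSC, with 0.5 UMIs added in the comparisons of pooled counts. The window test was tested on simulated data, with 100 windows drawn at the observed means, library sizes and dispersion, of which 20 were changed 2-fold. Over 50 simulations it recovered 65.5% of the changed windows, and 3.39% of its calls were false. The changed windows were drawn at random, with as many raised as lowered. These rates therefore do not cover a shift of many windows with distance from the bait. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for the other steps.

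The windows named in the text follow a rule fixed before the data were examined. Up to 5 called windows in each direction were taken per bait, by absolute log2 fold change (for bait 1 among windows whose ESC and NSC shares did not overlap), together with the windows that hold the annotated start and end of Stag1 and the other baits. The upstream start of Stag1 that the study calls SATS lies in the same window as the annotated gene start.

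Alternatives fixed beforehand were windows of 10 kb and 50 kb, TMM factors, DESeq2 1.42.0 with its own size factors, no filter on low windows, all UMIs as library size, each fragment end counted once, other extents of the region (500 kb) and of the excluded surroundings (25 kb or 2 kb), pooled counts, a replicate block, and leaving out each replicate. The replicate block takes its pairing from the replicate numbers in the titles, which replicates 1 to 3 of the 2 cell types share. The fit of each deposited library as a replicate was the design fixed beforehand. Its use as an alternative was decided after the repeat libraries were recognised. Added after the data were seen were a block of linked libraries, and the UMIs of each distance band as library size, with 7 bands between 10 kb and 1 Mb. Pairs that did not include the bait end were not used in the comparisons.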

Results

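UMI-4C contact profiles were collected from 3 baits at the Stag1 locus in mouse ESC and NSC. The comparison of interest was the distribution of contacts in each cell type at this locus, where Stag1 encodes a subunit of the cohesin complex. All baits lie on chromosome 9 (GRCm38). Nanog bait 1, at position 100619989, and Nanog bait 2, at position 100641698, lie in introns of Stag1 (ENSMUSG00000037286.15, 100597798 to 100959375, plus strand) and are 21.7 kb apart. The CTCF bait, at position 100455377, is intergenic, 2342 bp from the 3′ end of Il20rb (100457719 to 100486788, minus strand) and 165 kb from bait 1. The first annotated Stag1 transcript starts at 100597798, and the next starts lie at 100643448 and beyond, just downstream of bait 2. The upstream start that the study names SATS coincides with the first of these.

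Of the 14 libraries, 7 came from bait 1 (4 ESC, 3 NSC), 4 from bait 2 (3 ESC, 1 NSC) and 3 from the CTCF bait (2 ESC, 1 NSC). Bait 1 libraries held between 7261 and 28164 UMIs, bait 2 libraries between 7172 and 21866, and CTCF bait libraries between 7666 and 51412. Fragment ends on other chromosomes, which carried 1 UMI in nearly all cases, showed which libraries were repeats of each other. ESC replicates 1 and 4 of bait 1 shared 85.7% of these ends, ESC replicates 2 and 3 shared 82.6% and NSC replicates 1 and 3 shared 83.8%. Their window counts also agree within sampling noise, so each pair was counted as 1 sample, and bait 1 had n = 2 in each cell type. A further 9 pairs of libraries of the same bait shared between 1.92% and 12.9% of these ends, and 8 of them joined an ESC library to an NSC library. The other 79 pairs shared at most 0.641%.

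**Figure D1:**
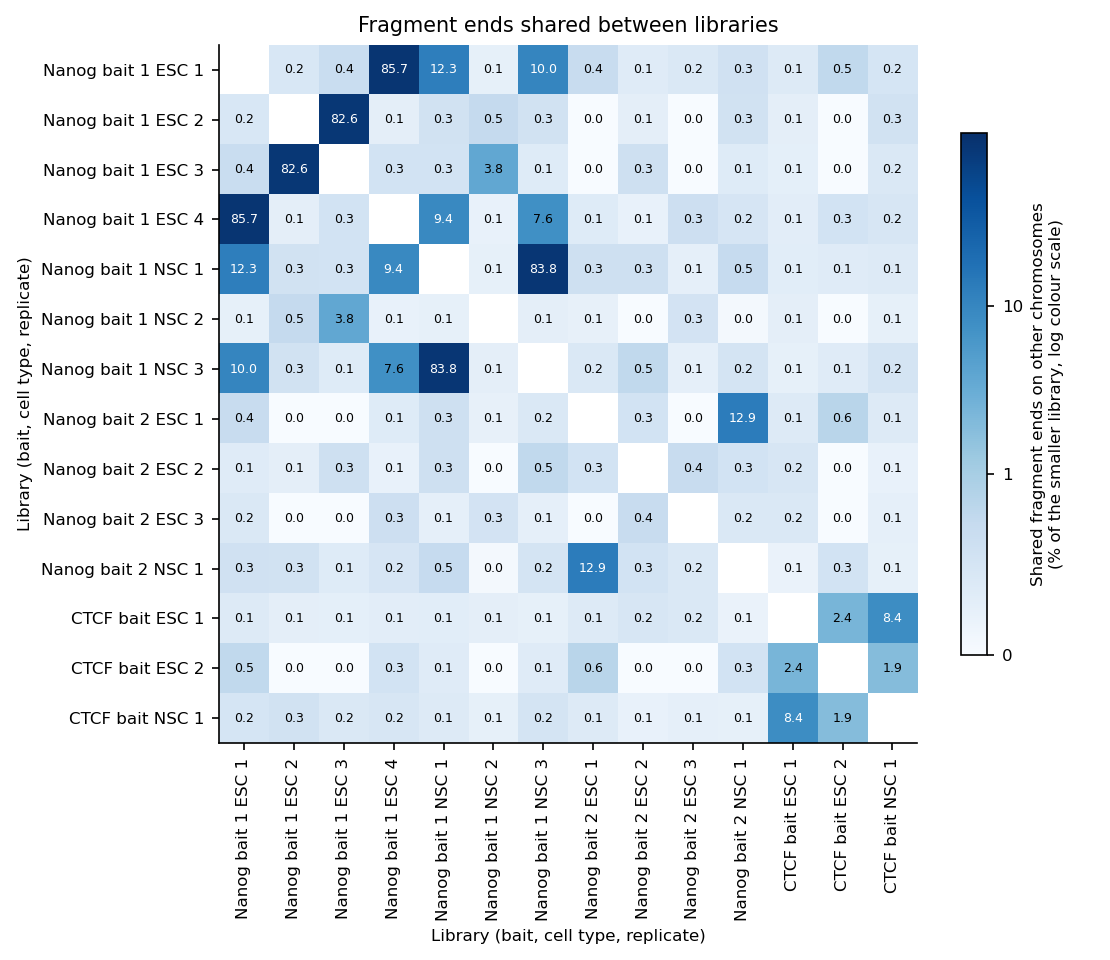
Percentage of fragment ends on other chromosomes shared by each pair of the 14 libraries, relative to the library with fewer such ends (rows and columns are libraries named by bait, cell type and replicate; the colour scale is logarithmic). The 3 darkest pairs share 82.6% to 85.7%, the 9 linked pairs share 1.92% to 12.9%, and all pairs of different baits share at most 0.641%.

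Window counts separated the cell types more than they separated libraries of the same cell type. For bait 1, chi-square per degree of freedom over 20 kb windows was compared between pairs of deposited libraries that were not repeats of each other. It was between 0.963 and 1.91 for the 6 such pairs of the same cell type. For the 12 pairs of an ESC and an NSC library it was between 3.37 and 5.81. Because repeat libraries enter several of these pairs, the pairs are not independent comparisons. The corresponding ranges were 1.21 to 2.26 (3 pairs) and 3.92 to 6.18 (3 pairs) for bait 2. For the CTCF bait the only ESC pair gave 2.04, and the 2 ESC and NSC pairs gave 5.04 and 5.45.

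The first comparison concerned how contacts of each bait were distributed over distance. From bait 1, the near share, which is the percentage of the UMIs between 10 kb and 1 Mb from the bait that fell within 100 kb, was 46.3% ± 3.75 (SD, n = 2) in ESC and 37.6% ± 0.981 (SD, n = 2) in NSC. The 2 groups did not overlap, in the independent samples or in the 7 libraries. The exact permutation test (two-sided) gave p = 0.333, which is the smallest p that 2 samples against 2 allow. With each of the 7 libraries taken as a replicate, as designed before the repeat libraries were recognised, the difference was 8.41 percentage points with an exact permutation p of 0.0286, the smallest that 4 against 3 allow. Within the first batch ESC exceeded NSC by 5.29 percentage points, and within the second batch by 12.0 percentage points. With the replicate number as a block (3 pairs), the mean paired difference was 9.26 percentage points (exact sign-flip permutation p = 0.25, the smallest possible), although these pairs include repeat libraries. Libraries with the same number did not deviate together over windows (r = −0.15 across windows, which are not independent replicates). The alternative that moved the near share most counted each fragment end once, which reduced the difference from 8.64 to 2.08 percentage points, and the ESC and NSC samples then overlapped.

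The excess of NSC contacts lay at long range. Between 500 kb and 1 Mb from bait 1, ESC had 12.2% ± 2.95 (SD, n = 2) of the UMIs of the region and NSC had 22.5% ± 1.24 (SD, n = 2). The share between 200 kb and 500 kb was 23.6% ± 0.990 in ESC and 24.2% ± 0.309 in NSC, a difference smaller than the spread between ESC samples. Bait 2 gave the same order, with a near share of 48.7% ± 4.72 (SD, n = 3) in ESC and 33.3% (Wilson interval 32.2% to 34.5%) in the NSC library, which lay below all 3 ESC libraries (43.3% to 51.9%). This NSC library is linked only to ESC replicate 1 of bait 2, and against that library the difference was 9.98 percentage points. From the CTCF bait the near share of the NSC library was 24.9% (24.0% to 25.8%). It lay between those of the 2 ESC libraries (23.9% and 28.1%), so no difference was detected. The difference was −0.908 percentage points against ESC replicate 1, the closest linked library, and 3.24 against ESC replicate 2. These near shares fell as depth rose, from ESC replicate 2 (7666 UMIs) to NSC (21874) and ESC replicate 1 (51412). Depth and cell type were therefore not separated for this bait. There the NSC library had fewer contacts between 200 kb and 500 kb (23.3%, against 30.6% ± 0.567 in ESC, n = 2) and more between 500 kb and 1 Mb (38.2%, against 31.8% ± 1.91).

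The percentage of UMIs on the bait's own chromosome was also higher in ESC. From bait 1 the cis share was 75.8% ± 8.16 (SD, n = 2) in ESC and 59.3% ± 2.73 (SD, n = 2) in NSC, with the same exact permutation p of 0.333. ESC exceeded NSC by 8.77 percentage points in the first batch, by 24.2 in the second and by 17.7 with the replicate number as a block. From bait 2 it was 74.7% ± 7.41 (SD, n = 3) in ESC and 63.0% (62.3% to 63.7%) in NSC. From the CTCF bait it was 83.3% ± 6.63 (SD, n = 2) in ESC and 75.1% (74.5% to 75.6%) in NSC. All ESC libraries lay above the NSC libraries of the same bait, but against the closest linked ESC library the difference was reduced to 3.94 percentage points for bait 2 and 3.61 for the CTCF bait. The 3 ESC libraries of bait 2 alone ranged from 66.9% to 81.7%. The lowest was the deepest of them (21866 UMIs), and the others held 7172 and 7425 UMIs. From the CTCF bait, ESC replicate 1 (51412 UMIs) had 78.7% and ESC replicate 2 (7666 UMIs) 88.0%. The cis share was thus lowest in the deepest ESC library of both baits.

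The second comparison concerned contacts with the Stag1 gene itself. From bait 1, 43.7% ± 3.76 (SD, n = 2) of the UMIs of the region lay in the Stag1 body in ESC and 34.0% ± 0.0373 (SD, n = 2) in NSC (exact permutation p = 0.333). ESC exceeded NSC by 7.06 percentage points in the first batch, by 12.3 in the second and by 10.6 with the replicate number as a block. From bait 2 the gene share was 46.1% ± 2.79 (SD, n = 3) in ESC and 35.6% (34.4% to 36.8%) in the NSC library. From the CTCF bait, which lies outside the gene, it was 28.5% ± 0.744 (SD, n = 2) in ESC and 22.5% (21.7% to 23.4%) in the NSC library. The NSC value lay below every ESC library for each bait. Against the closest linked ESC library the difference was 7.44 percentage points for bait 2 and 5.38 for the CTCF bait. Because baits 1 and 2 lie within Stag1, their gene share also depends on the distribution of contacts over distance. No gene share adjusted for distance was computed, so these values are not separate evidence from the near share.

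The side share addressed the direction of contacts. From bait 1, contacts were split nearly evenly, with 48.3% ± 0.807 (SD, n = 2) on the side with lower coordinates in ESC and 50.1% ± 0.351 (SD, n = 2) in NSC (exact permutation p = 0.333). The difference was −0.975 percentage points in the first batch, −2.61 in the second and −1.90 with the replicate number as a block. From bait 2 the side share was 55.2% ± 0.894 (SD, n = 3) in ESC and 53.1% (51.9% to 54.4%) in NSC, and this difference of 2.09 percentage points changed sign (−0.682) when each fragment end was counted once. Against the linked ESC library it was 1.09 percentage points, with overlapping intervals (53.1% to 55.3% in ESC). The CTCF bait contacted mainly the side that holds Stag1, with 27.0% ± 3.49 (SD, n = 2) of UMIs on the other side in ESC and 33.6% (32.6% to 34.6%) in NSC, a difference of −4.14 percentage points against the closest linked ESC library.

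**Figure D2:**
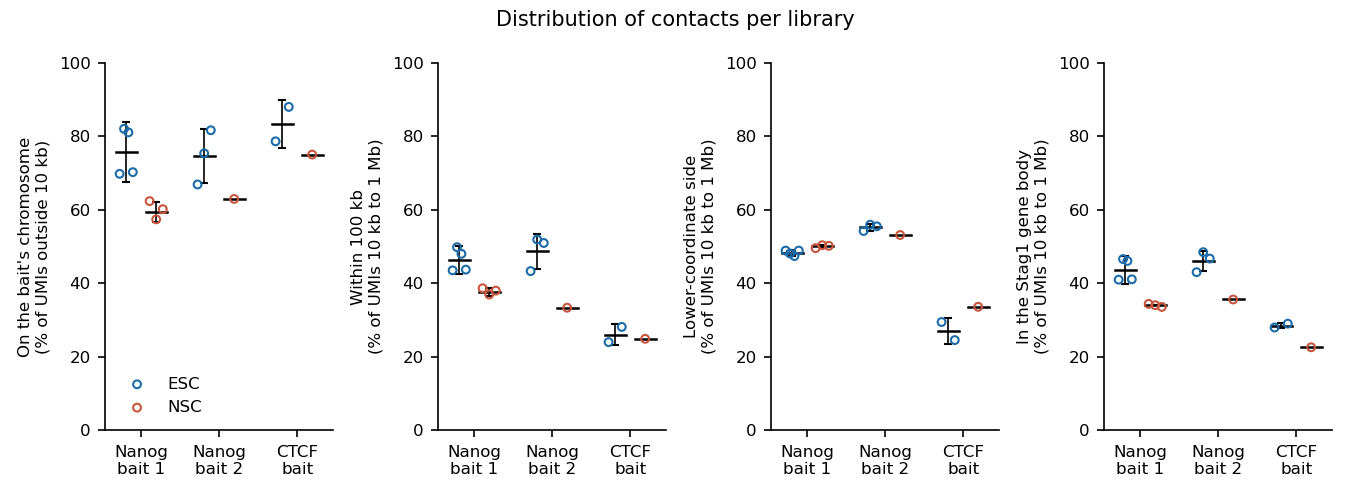
Shares of UMIs per library for the 3 baits, in percent: UMIs on the bait's chromosome, within 100 kb, on the lower-coordinate side and in the Stag1 body. Circles are deposited libraries (ESC blue, NSC red), black lines are means of independent samples and error bars are their SD where there are at least 2. ESC circles lie above NSC circles for every bait for the share on the bait's chromosome and the share in Stag1, and for the share within 100 kb from the Nanog baits only.

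The third comparison located these differences along the locus. From bait 1, 100 windows of 20 kb were tested, and 24 passed an adjusted p of 0.05 in the quasi-likelihood test of edgeR, with 2 independent samples per cell type. Of these, 8 had a higher share in ESC and 16 a higher share in NSC. ESC and NSC samples did not overlap in 82 of the 100 windows, where chance gives 33.3% for a single window. The windows come from the same samples and are shares of the same totals. They are therefore not independent, and this count is not a test. The centres of all 8 windows higher in ESC lay within 270 kb of bait 1 and 6 of them overlapped Stag1, whereas those of all 16 windows higher in NSC lay at least 450 kb away. All 19 windows over Stag1 had a positive log2 fold change, 6 of them past the threshold. With each of the 7 libraries as a replicate 63 windows passed (18 higher in ESC, 45 in NSC), and with the replicate number as a block 57 passed (17 and 40). Both of these fits kept all 24 windows. With a region of 500 kb 11 passed (3 and 8), all within 500 kb of bait 1, and 2 of the 24 were kept. With the linked libraries as a block 0 windows passed (34 at an unadjusted p under 0.05), as did 0 with each fragment end counted once (6) and 0 without ESC replicate 3 (44). When each window was scaled to the UMIs of its distance band, 2 windows passed, both higher in NSC, and 19 had an unadjusted p under 0.05. The direction of the calls also depended on the library size. The median log2 fold change over windows was −0.45 with the UMIs of the region as library size, −0.11 with TMM factors (22 windows higher in ESC, 10 in NSC), −0.04 with DESeq2 (19 and 0) and 0.29 with all UMIs (20 and 3).

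Among the windows higher in ESC, the largest change from bait 1 was at 100700001 to 100720000, in Stag1, with 2.16% ± 0.207 (SD, n = 2) of the UMIs of the region in ESC and 1.38% ± 0.0442 in NSC (log2 fold change 0.61, adjusted p = 0.0394, edgeR). It was followed by 100800001 to 100820000, also in Stag1, with 1.17% ± 0.0364 and 0.822% ± 0.0894 (log2 fold change 0.55, adjusted p = 0.0394). The other 3 named windows (starting at 100660001, 100760001 and 100880001) also lay in Stag1, with log2 fold changes between 0.44 and 0.48. The largest changes towards NSC were at 101600001 to 101620000 (log2 fold change −1.90) and 101380001 to 101400000 (−1.61), beyond Ppp2r3a, and at 99780001 to 99800000 (−1.57), between Cldn18 and Sox14. In the last of these ESC had 0.210% ± 0.0556 and NSC 0.700% ± 0.0640 (SD, n = 2 each, adjusted p = 0.0394, edgeR). The windows starting at 101500001 and 99840001 followed, with −1.54 and −1.51. These long-range windows rested on 83 to 184 UMIs over the 7 libraries, against 493 to 1455 for the 5 windows in Stag1.

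The windows chosen for their features did not pass the threshold from bait 1 with 2 independent samples per cell type, but this depended on the processing for 2 of them. The window with the annotated start of Stag1 (100580001 to 100600000) had 7.63% ± 1.10 (SD, n = 2) of UMIs in ESC and 6.73% ± 0.0723 in NSC (log2 fold change 0.15, adjusted p = 0.335, edgeR), and its sign changed when scaled by distance band (−0.11). It passed with DESeq2 (adjusted p = 0.0403). The window with the Stag1 end (100940001 to 100960000) did not differ (log2 fold change 0.0038, adjusted p = 0.988). The window of bait 2 had a log2 fold change of 0.29 (adjusted p = 0.0928, edgeR). It passed with the replicate number as a block (log2 fold change 0.34, adjusted p = 0.0146), with each of the 7 libraries as a replicate (adjusted p = 0.0137) and under 4 other alternatives, but not with the linked libraries as a block (adjusted p = 0.145). The window of the CTCF bait had a log2 fold change of −0.10 (adjusted p = 0.536), which became positive with TMM factors, DESeq2 and all UMIs as library size, but was −0.28 with distance bands.

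From bait 2, 45 of 100 windows were called between the NSC library and the ESC libraries, 9 higher in ESC and 36 higher in NSC. The same comparison of each ESC library with the others gave 6, 1 and 1 calls among 96 windows. The window at the Stag1 start had the largest change towards ESC, with 7.60% ± 1.49 (SD, n = 3) of UMIs in ESC and 3.92% (3.46% to 4.44%) in the NSC library (log2 fold change 0.85, Fisher's exact test, adjusted p = 3.27e-17). It was followed by the window of bait 1 (7.66% ± 1.24 in ESC, 4.35% in NSC, log2 fold change 0.73). The other named windows higher in ESC started at 100720001, 100560001 and 100760001, with log2 fold changes between 0.43 and 0.49. The 5 largest changes towards NSC had log2 fold changes between −2.57 and −1.82, but rested on 20 to 51 UMIs each. The window of the CTCF bait (100440001 to 100460000) was higher in the NSC library, with 3.81% (3.35% to 4.32%) against 1.94% ± 0.528 (SD, n = 3) in ESC (log2 fold change −0.91, Fisher's exact test, adjusted p = 4.33e-11). With each fragment end counted once this difference was not detected (log2 fold change −0.091, adjusted p = 0.722), whereas the windows at the Stag1 start and of bait 1 still passed (0.51 and 0.52). Against the linked ESC library alone, the log2 fold changes of these 3 windows were −0.73, 0.60 and 0.52. The window at the Stag1 end did not differ (log2 fold change 0.22, Fisher's exact test, adjusted p = 0.385).

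From the CTCF bait, 28 of 101 windows were called, 11 higher in ESC and 17 in the NSC library, against 6 calls between the 2 ESC libraries. The largest change towards ESC was in the window that holds the Stag1 end, with 2.08% ± 0.235 (SD, n = 2) of UMIs in ESC and 0.965% (0.780% to 1.19%) in NSC (log2 fold change 1.01, Fisher's exact test, adjusted p = 1.46e-09). The next 4 were the windows starting at 100920001, 100900001 and 100880001 in Stag1, and at 100980001 at the 3′ end of Pccb, with log2 fold changes between 0.69 and 0.85. In all, 9 of the 11 windows higher in ESC and 3 of the 17 higher in NSC overlapped Stag1. The windows of bait 1 and bait 2 were among these 3, with log2 fold changes of −0.56 (adjusted p = 0.000556, Fisher's exact test) and −0.37 (adjusted p = 0.0228). The window at the Stag1 start did not differ (log2 fold change −0.16, adjusted p = 0.481). The largest change towards NSC was at 99840001 to 99860000, 14106 bp from Sox14 (1.40% in NSC, 0.437% ± 0.255 in ESC, log2 fold change −1.31). The other 4 had log2 fold changes between −1.02 and −0.85. With each fragment end counted once, 0 windows were called from the CTCF bait and 12 from bait 2.

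**Figure D3:**
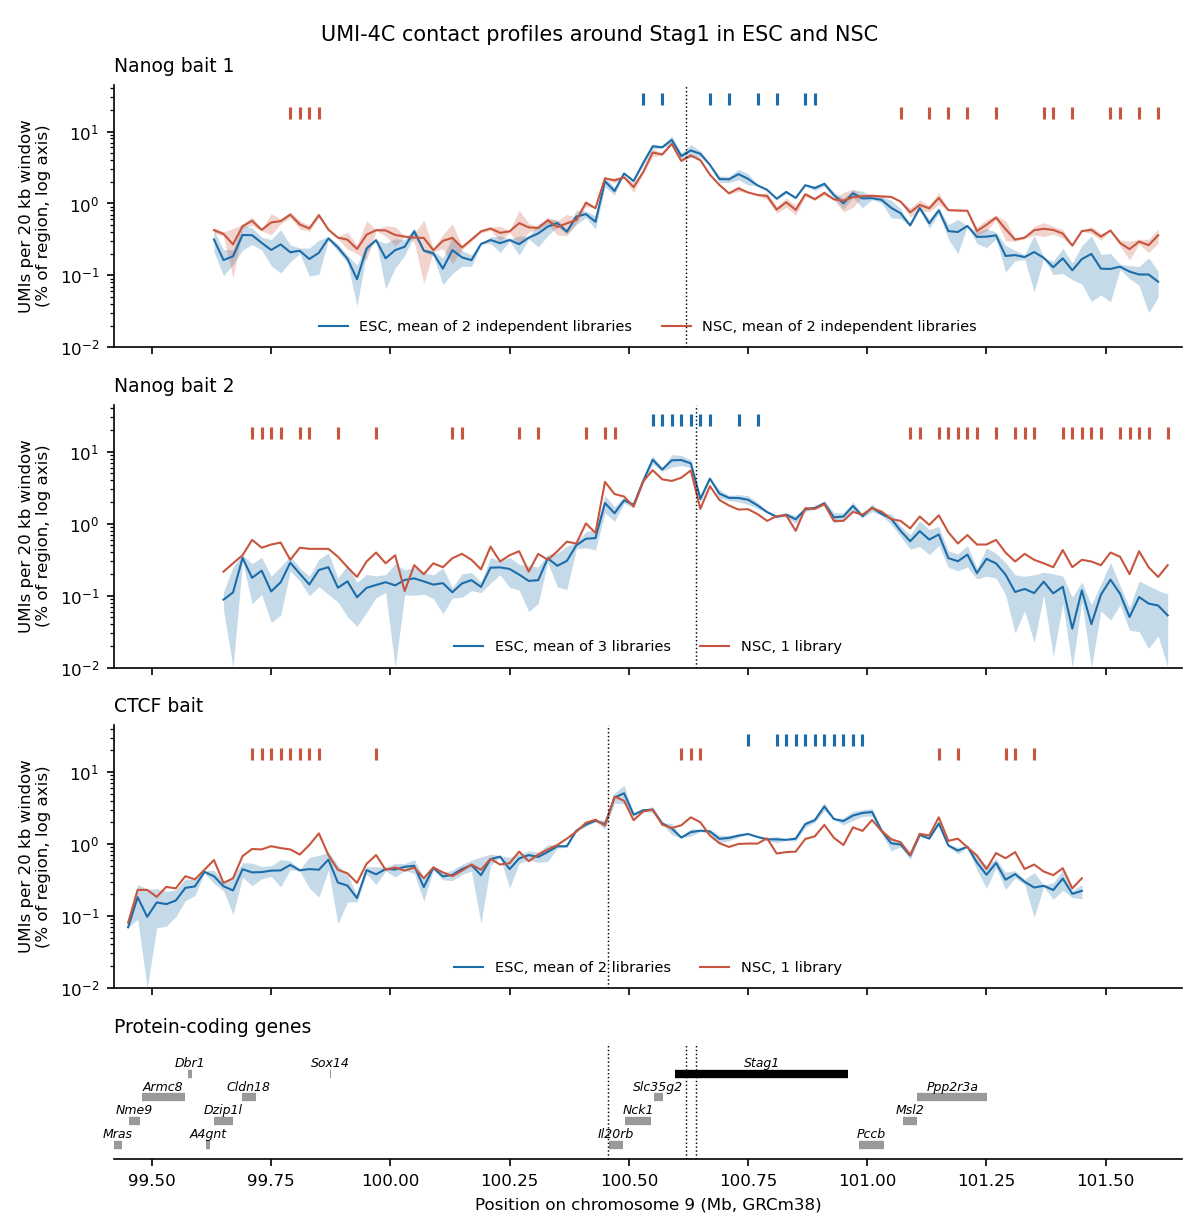
Contact profiles of the 3 baits along chromosome 9 (Mb, GRCm38), as the percentage of the UMIs of the region in each 20 kb window (logarithmic axis), with ESC in blue and NSC in red; shading is 1 SD around means of independent libraries, clipped at 0.01%, dotted lines are baits, and ticks above mark called windows (blue higher in ESC, red higher in NSC). From bait 1 the blue ticks lie within 270 kb of the bait and the red ticks at least 450 kb away; from bait 2 some red ticks lie nearer, among them the window of the CTCF bait, and from the CTCF bait 9 of the 11 blue and 3 of the 17 red ticks lie over Stag1.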

Values the study reported

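The study reported that the SATS start of Stag1 lies about 50 kb upstream of the canonical start sites. Its main text states that UMI-4C showed changed chromatin structure at this locus, corresponding to the Stag1 start and end sites found in ESC. It states no numbers for the UMI-4C contacts.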

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

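In this part, the tests of the side share in separate distance ranges were chosen before their result was seen, and the other tests were chosen after. The baits stand in for groups here, and the differences between baits below were not tested: they were picked out because every library of one bait moved one way and every library of another bait the opposite way.

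The side share moved in opposite directions at the baits. ESC minus NSC was −1.79 percentage points at bait 1 and −6.61 at the CTCF bait, with every ESC library below every NSC library, but 2.09 at bait 2, with every ESC library above the NSC library (1.09 against the linked ESC library, with overlapping intervals). The difference at bait 1 minus that at bait 2 was −3.89 percentage points, and that at bait 2 minus that at the CTCF bait was 8.70. A difference in the distance distribution was tested by taking the side share separately within and beyond 100 kb. Beyond 100 kb, ESC had less of its contacts on the lower-coordinate side at all 3 baits (−5.50 percentage points at bait 1, −5.99 at bait 2 and −8.05 at the CTCF bait). Within 100 kb the differences were −1.01, 3.21 and −2.75, so bait 2 differed in sign in this range and not in the other. The 2 ranges were then recombined with the same near share for ESC and NSC. With the near share of ESC the difference at bait 2 became −1.51 percentage points, and with that of NSC −2.92, against −3.42 and −3.81 at bait 1 and −6.67 and −6.73 at the CTCF bait. The higher near share of ESC at bait 2 is therefore sufficient for the opposite sign of its overall difference, although not for the sign within 100 kb. A few fragment ends with many UMIs were tested by counting each end once, which turned the difference at bait 2 to −0.682. Because counting ends once also flattens counts close to a bait, the pattern cannot be told apart from this explanation either.

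The window of bait 1 (100600001 to 100620000) was higher in ESC when seen from bait 2 (log2 fold change 0.73) and lower when seen from the CTCF bait (−0.56), a difference of 1.29. As a ratio of mean shares, scaling the window by its distance band left 0.12 from bait 2 and −0.33 from the CTCF bait, still opposite in every library. Counting each fragment end once left 0.63 and −0.21, again opposite in every library. The distance distribution thus removed most of the effect from bait 2 (0.82 before scaling, as a ratio of mean shares), and the small remainder kept its sign. Each of these baits had 1 NSC library, so the library and the cell type cannot be separated, and no biological explanation was tested.

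The window of bait 2 (100640001 to 100660000) was likewise higher in ESC from bait 1 (log2 fold change 0.29) and lower from the CTCF bait (−0.37), a difference of 0.66. As a ratio of mean shares scaled by distance band, it was −0.058 from bait 1 and −0.15 from the CTCF bait. With each end counted once the ratios of mean shares were 0.048 and −0.013. The count model of edgeR gave the other sign from bait 1 in both cases (0.046 with the distance band and −0.012 with each end counted once). The values from bait 1 were thus close to 0 with a sign that depended on the calculation, and its ESC and NSC libraries overlapped. The pattern cannot be told apart from either explanation.

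Contacts that did not include the bait end were listed in every library, 3249 of them in the 7 bait 1 libraries, 180 in the 4 bait 2 libraries and 40 in the 3 CTCF bait libraries. They were not used in the comparisons and drew attention because they exceed the 3 counts taken as the smallest detectable signal. Most used another fragment end within 2 kb of the bait. A second listing of molecules of the bait end was tested through their partners on other chromosomes: 90.6% of these partners (908 of 1002) were also partners of the bait end in the same library. The number was 872 of 960 for bait 1, 32 of 34 for bait 2 and 4 of 8 for the CTCF bait. Libraries of different baits share at most 0.641%, so for bait 1 and bait 2 these contacts are consistent with molecules counted under a neighbouring end as well. For the CTCF bait 8 partners are too few to tell. No biological explanation was tested.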

How the results depend on the processing

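Except for the block of linked libraries and the distance bands, the alternatives were fixed before the data were examined. The deposited libraries taken as replicates were the design fixed beforehand. Their use as an alternative was decided after the repeat libraries were recognised. The tests against other explanations were chosen after the result was seen.

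The bait 1 shares kept their direction under all alternatives run. ESC minus NSC ranged from 13.3 to 17.7 percentage points for the cis share, 2.08 to 9.26 for the near share, −2.96 to −0.898 for the side share and 5.79 to 10.6 for the gene share. With each fragment end counted once the ESC and NSC samples overlapped in the near share (2.08 percentage points, exact permutation p = 1). With 2 samples per group the exact permutation test cannot pass 0.05, so its p shows no stability. With each deposited library as a replicate the differences were 15.8, 8.41, −1.71 and 9.69 percentage points for the cis, near, side and gene shares, and all 4 passed the threshold, with an exact permutation p of 0.0286. That fit counts repeat libraries as if they were independent. With the replicate number as a block the mean paired differences were 17.7, 9.26, −1.90 and 10.6.

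For bait 2 and the CTCF bait, a change was counted when it exceeded the spread between ESC libraries. Counting each fragment end once moved the near share of bait 2 to 9.40 percentage points, reversed its side share to −0.682, and moved the side and gene shares of the CTCF bait to −2.98 and 2.63. Reducing the region to 500 kb moved the side and gene shares of bait 2 to 0.881 and 6.36 and reversed the near share of the CTCF bait to −2.11. The near share of the CTCF bait ranged from −0.908 to 3.24 when either ESC library was left out. The cause of these changes was not tested, except as stated for the side share among the results looked at more closely.

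The number of bait 1 windows called, 24 of 100, was the least stable result. Windows of 10 kb gave 14 calls, a region of 500 kb 11, surroundings of 25 kb left out 44, pooled counts with Fisher's exact test 53, the replicate block 57 and each deposited library as a replicate 63. Counting each fragment end once gave 0 calls, with 6 windows at an unadjusted p under 0.05, and the block of linked libraries gave 0, with 34. Leaving out each replicate gave from 0 to 38 calls across 6 fits. The fit with 0, without ESC replicate 3, had 44 windows at an unadjusted p under 0.05. Each of these fits removed 1 library of a repeat pair and kept all independent samples, so none tested dependence on 1 sample. Leaving out NSC replicate 2 was not run for this result, since it leaves 1 independent NSC sample. The filter on low windows removed none of the 100 windows and could not change the result. The calls were also 25 with windows of 50 kb, 32 with TMM factors, 19 with DESeq2 and 23 with all UMIs as library size. Of the 24 windows, TMM kept 17, DESeq2 8 and all UMIs 10, in the same direction. A region of 500 kb kept 2, and its calls were 3 higher in ESC and 8 in NSC. How far from bait 1 the windows higher in NSC lay thus depended on the extent of the region. The split between higher and lower moved with the scaling, from 8 in ESC and 16 in NSC to 22 and 10 with TMM, 19 and 0 with DESeq2 and 20 and 3 with all UMIs.

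Scaling each window by the UMIs of its distance band left 2 calls (19 at an unadjusted p under 0.05), and these were not among the 24. The scaling moved the median log2 fold change over windows from −0.45 to −0.025. The called windows named from bait 1 all became smaller but kept their sign. Those higher in ESC had log2 fold changes of 0.082 to 0.37 after scaling, and those higher in NSC −0.95 to −0.56. The distance distribution thus accounts for part of these changes. Whether it accounts for all of them cannot be told from the lost calls, with 2 samples per cell type. Whether a few fragment ends with many UMIs matter cannot be told, because counting each end once, which gave 0 calls, also flattens counts near the bait. Of the 3 splits of the 4 independent samples, 1, the real one, gave 24 calls, and the others gave 0, with 0 windows at an unadjusted p under 0.05. Of the 35 splits of the 7 libraries, 8 part as many same-numbered pairs as the real one, and 1 of these, the real one, gave 63 calls; the next gave 28. The other 27 part fewer pairs and gave at most 17. The 3 splits and the 8 comparable splits are too few for a share under 0.05. Over all 35 splits, the real one was the only one with as many calls, but no conclusion is drawn from this. Most of the 35 splits, among them the other comparable ones, put repeat libraries in opposite groups, which works against calls.

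For bait 2, 12 windows were called with each fragment end counted once, against 45, and the calls ranged from 32 to 58 across the 3 fits that left out one ESC library. For the CTCF bait, windows of 50 kb gave 15 calls and each end counted once gave 0, against 28. The number of calls without an ESC library was not computed for the CTCF bait, since 1 library of each kind is left. The cause of these changes was not tested.

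Reversals among the named windows were limited to those with small changes. From bait 1, the window at the Stag1 start (100580001) turned to −0.027 with a region of 500 kb and −0.11 with distance bands. The window at the Stag1 end (100940001) turned to −0.16 and −0.10 under the same settings and ranged from −0.014 to 0.013 when a replicate was left out. The window of bait 2 turned to −0.012 with each end counted once in the count model. Its adjusted p, 0.0928, ranged from 0.0064 to 0.987 over the alternatives and was under 0.05 with pooled counts and Fisher's exact test (0.0064), each deposited library as a replicate (0.0137), the replicate block (0.0146), TMM (0.0193), DESeq2 (0.0219) and surroundings of 25 kb left out (0.0378). That of the window at the Stag1 start was under 0.05 with DESeq2 only (0.0403). The window of the CTCF bait turned to 0.25 with TMM, 0.32 with DESeq2, 0.70 with all UMIs and 0.10 with each end counted once. With each end counted once, the named windows past the threshold lost it in 10 of 10 cases from bait 1, 5 of 11 from bait 2, among them the window of the CTCF bait (−0.091, adjusted p = 0.722), and 12 of 12 from the CTCF bait. From the CTCF bait, the window at the Stag1 start ranged from −0.22 to 0.15 when either ESC library was left out. Over all 39 named windows and 384 comparisons with an alternative, 285 were unchanged, 13 reversed and 86 changed otherwise (70 weaker, 7 stronger, 9 moved). The comparisons include bait 1 fits that left out 1 repeat library, and fits without the filter on low windows. The unchanged ones are therefore not separate checks.

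Depth limits the long-range windows most. Those named from bait 2 rested on 20 to 51 UMIs over 4 libraries, and the smallest share that 3 UMIs show in the shallowest library was 0.0931%.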

Other observations

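All tests in this part were chosen after the result was seen.

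Several libraries deposited as replicates were not independent. The 3 pairs of bait 1 libraries that shared over 82% of their fragment ends on other chromosomes had window counts that varied less than counting error allows (chi-square per degree of freedom of at most 0.558, with a lower-tail p of at most 0.000178). This is consistent with repeat libraries made from the same ligation product, which extends the sequencing of a sample but adds no biological replicate.

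ESC and NSC libraries of the same bait also shared fragment ends, up to 12.9%. Ends favoured by a bait would be shared by all libraries of that bait, but the 9 pairs of ESC and NSC libraries of one bait that were not linked shared at most 0.466%, about as little as libraries of different baits (0.641%). Molecules carried over between libraries that were sequenced together were tested with the repeats. Of the 970 ends shared by bait 1 ESC replicate 1 and NSC replicate 1, 52.2% recurred in ESC replicate 4 and 59.4% in NSC replicate 3, but 15.2% recurred in both, where 70.0% is expected if each end belonged to both samples. Most shared ends thus belonged to 1 of the 2 samples, so carry-over in the pooled sequencing, or during amplification, is a possible explanation. No biological explanation was tested.

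The differences between ESC and NSC were smaller in the first batch of bait 1, which shared more ends, than in the second, by 42.7% to 63.7% for the 4 shares. In the first batch up to 15.0% of the ends of an ESC library were found in the NSC sample, and up to 14.2% of those of an NSC library in the ESC sample. If every shared end were foreign in both samples, carry-over could shrink a difference by 29.2%, which is less than was seen. Ends carried over from molecules not seen in their own sample are not counted in this, and carry-over was measured on other chromosomes. What else separates the batches was not tested.

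UMI counts close to the bait hardly rose with depth. Between ESC replicates 2 and 3 of bait 1, which are repeats with a 1.90-fold difference in UMIs, the ratio was 1.11 within 2 kb of the bait and rose to 2.14 on other chromosomes. This suggests saturation of UMIs close to the bait, so that deeper libraries would show lower near shares. Over the distances of the near share, the ratio between ESC replicates 2 and 3 was 1.87 from 10 kb to 100 kb. It was 2.01 from 100 kb to 1 Mb. Their near shares were 49.8% and 48.0%. In the first batch the ESC libraries were the deeper ones by total UMIs (28164 and 28055, against 23766 and 24687 in NSC). Their near share was still higher by 5.29 percentage points. By fragment ends on other chromosomes the NSC libraries were the deeper ones (8338 and 9173, against 7902 and 7702 in ESC). Whether saturation contributed there cannot be told, since the order depends on the measure of depth. By either measure, depths differed less in this batch than between ESC replicates 2 and 3, whose near shares differed by less than 5.29 percentage points. Saturation of that size would thus not account for the whole difference. This rests on 1 pair of repeats, which were shallower than the first batch. In the second batch the ESC libraries (7261 and 13775 UMIs) were shallower than the NSC library (19410 UMIs). The difference was 12.0 percentage points, to which saturation may have contributed. The same holds for bait 2 ESC replicates 2 and 3 (7172 and 7425 UMIs, near shares 51.9% and 51.0%), against 19762 UMIs in NSC. ESC replicate 1 of bait 2 (21866 UMIs) had a lower near share, 43.3%, which was still above that of NSC (33.3%).

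Fragment ends on chromosome Y were less frequent in NSC libraries. Over the 11 independent samples, 46 of 32183 ends on other chromosomes in ESC and 12 of 30106 in NSC lay on chromosome Y, a ratio of shares of 3.59. The mean share was 0.151% ± 0.0944 (SD, n = 7) in ESC and 0.0345% ± 0.0284 (SD, n = 4) in NSC, with an exact permutation p of 0.0515 (two-sided), which does not pass 0.05, and 1 ESC library had 0 such ends. With labels permuted within each bait the exact permutation p was 0.0833 (72 arrangements). In the 4 pairs of closest linked samples ESC was higher in 4, with an exact sign-flip permutation p of 0.125, the smallest possible. That test could not pass 0.05 and counts neither way. The other tests did not pass 0.05, so the difference cannot be told apart from variation between libraries. Chromosome X ends did not follow (ratio 0.925, exact permutation p = 0.306). Loss of chromosome Y from some NSC is a hypothesis that these counts are too low to settle.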
